# Empagliflozin alleviates atherosclerotic calcification by inhibiting osteogenic differentiation of vascular smooth muscle cells

**DOI:** 10.3389/fphar.2023.1295463

**Published:** 2023-11-29

**Authors:** Junping Li, Changping Li, Zhaoqi Huang, Chunling Huang, Juanzhang Liu, Tao Wu, Shuwan Xu, Peibiao Mai, Dengfeng Geng, Shuxian Zhou, Kun Zhang, Zhaoyu Liu

**Keywords:** atherosclerosis, arterial calcification, empagliflozin, osteogenic differentiation, vascular smooth muscle cell

## Abstract

SGLT-2 inhibitors, such as empagliflozin, have been shown to reduce the occurrence of cardiovascular events and delay the progression of atherosclerosis. However, its role in atherosclerotic calcification remains unclear. In this research, ApoE^−/−^ mice were fed with western diet and empagliflozin was added to the drinking water for 24 weeks. Empagliflozin treatment significantly alleviated arterial calcification assessed by alizarin red and von kossa staining in aortic roots and reduced the lipid levels, while had little effect on body weight and blood glucose levels in ApoE^−/−^ mice. *In vitro* studies, empagliflozin significantly inhibits calcification of primary vascular smooth muscle cells (VSMCs) and aortic rings induced by osteogenic media (OM) or inorganic phosphorus (Pi). RNA sequencing of VSMCs cultured in OM with or without empagliflozin showed that empagliflozin negatively regulated the osteogenic differentiation of VSMCs. And further studies confirmed that empagliflozin significantly inhibited osteogenic differentiation of VSMCs via qRT-PCR. Our study demonstrates that empagliflozin alleviates atherosclerotic calcification by inhibiting osteogenic differentiation of VSMCs, which addressed a critical need for the discovery of a drug-based therapeutic approach in the treatment of atherosclerotic calcification.

## 1 Introduction

Atherosclerotic plaque rupture can lead to acute myocardial infarction and stroke (Tomaniak et al., 2020). Atherosclerotic calcification (AC) is a pathological feature of advanced atherosclerosis (Dai et al., 2022). Especially, micro and fragmented calcifications in atherosclerotic plaques can increase the risk of plaque rupture (Jinnouchi et al., 2020). Vascular calcification has been considered as a passive and unregulated degenerative process in the past (Shioi and Ikari, 2018). However, accumulating studies have shown that vascular calcification is a tightly regulated and active process (Johnson et al., 2006; Durham et al., 2018). Detailed histological analyses of human coronary atherosclerotic calcification size and location have implicated VSMCs as major cellular orchestrators of atherosclerotic calcification (Durham et al., 2018). Numerous studies showed that osteogenic differentiation of VSMCs plays an important role in the formation of atherosclerotic calcification (Malhotra et al., 2019; Dai et al., 2022; Woo et al., 2023a). However, no drugs can effectively prevent the occurrence and progression of atherosclerotic calcification in clinic so far.

Empagliflozin (EMPA), a sodium-glucose cotransporter 2 inhibitor (SGLT2i), is a new oral drug for the treatment of type 2 diabetes mellitus (T2DM). Numerous studies showed that empagliflozin exerted cardiovascular protective effects, such as inhibiting the proliferation and migration of human aortic smooth muscle cells (Sukhanov et al., 2021), preventing neointima formation (Takahashi et al., 2019; Dutzmann et al., 2022), inhibiting the formation of abdominal aortic aneurysm (Ortega et al., 2019), and reducing arterial stiffness in diabetic patients (Cherney et al., 2014; Chilton et al., 2015; Bosch et al., 2019). Moreover, empagliflozin can attenuate atherosclerotic plaque formation and delay the progression of atherosclerosis in both diabetic and nondiabetic mice (Pennig et al., 2019; Liu et al., 2021a; Liu et al., 2021b). However, the effect of SGLT2i on atherosclerotic calcification remains unclear.

In this study, we aimed to explore the effects of empagliflozin on atherosclerotic calcification in ApoE −/− mice fed with a western diet and to identify the underlying mechanism. We found that empagliflozin alleviated atherosclerotic calcification *in vivo* and inhibited calcification of primary VSMCs and aortic rings *in vitro*. Mechanistically, empagliflozin negatively regulates the osteogenic differentiation of VSMCs.

## 2 Materials and methods

### 2.1 Animal experiments

The animal experiment was conducted with the approval of the Animal Experiment Ethics Committee of Sun Yat-sen University (Approval NO. AP20220195). And the animals were kept in the Laboratory Animal Center of Sun Yat-sen University East Campus under a constant temperature of 25°C and a 12-h light-dark cycle. The atherosclerotic calcification (AC) model was established according to previous study (Cai et al., 2016; Ouyang et al., 2022). In brief, eighteen 9-week-old male ApoE^−/−^ mice were randomly divided into two groups: AC group (*n* = 9) and AC plus EMPA group (*n* = 9). Mice in both groups were fed Western diet (0% cholesterol, 40 kcal% fat, 17 kcal% protein and 43 kcal% carbohydrate; HFHC, Diets) for 24 weeks. The AC group was given normal drinking water, and the AC plus EMPA group was treated with empagliflozin (30 mg/kg/d, S31680, Yuanye Biological Co., Shanghai, China) in drinking water. Drinking water was changed every 3 days.

### 2.2 Preparation of frozen sections of aortic roots

The aortic roots were fixed in 4% paraformaldehyde for 20 min and dehydrated in 30% sucrose solution overnight. And then the aortic roots were embedded with OCT and made into 8 μm frozen sections. The section direction was kept perpendicular to the direction of the aortic root, and the sections were collected when the three valves of the heart were in the same plane. Serial cryosections were collected on different slides, and samples from five different layers were placed in each section.

### 2.3 Hematoxylin-eosin staining and oil red O staining

Hematoxylin-eosin staining was used to evaluate the histopathological changes according to the instructions of the kit (BASO, BA4097 and Solarbio, G1100). Oil red O staining was used to assess atherosclerotic plaque formation according to the provided protocol of the kit (G1015, Servicebio).

### 2.4 Alizarin red staining and quantitative analysis

Serial cryosections were collected on different slides, and samples from five different layers were placed in each section. Frozen sections were fixed in 4% paraformaldehyde for 30 min and washed with PBS for 5 min*3 times, then immersed in 2% alizarin red staining solution (PH4.2) (G1038, Servicebio) for 5 min. The areas of positive staining are orange-red. Quantitative analysis of calcium deposit by measuring the gray value of calcified areas with ImageJ software, the mean positive area of these five different layers was taken as one experimental data for each mouse. VSMCs were washed with PBS for 3 times, then immersed in 2% alizarin red staining solution (PH4.2) (G1038, Servicebio) for 2 min, following washed with PBS for 5min*5 times. After alizarin red staining of VSMCs, the cells were decalcified with 10% cetylpyridine chloride (CPC) and diluted 3 times with PBS, and then the OD value was detected by microplate reader at a wavelength of 562 nm.

### 2.5 Von kossa staining and quantitative analysis

Serial cryosections were collected on different slides, and samples from five different layers were placed in each section. Frozen sections were immersed in deionized water for 2 min to remove OCT, then stained with von Kossa staining solution (G1043, Servicebio) to cover the tissues and irradiated under ultraviolet light for 4 h. The area of calcium salt deposition is black. Quantitative analysis of calcium deposit by measuring the gray value of calcified areas with ImageJ software. The mean positive area of these five different layers was taken as one experimental data for each mouse.

### 2.6 Quantification of atherosclerotic lesion area and calcification area

ImageJ software was used to evaluate the atherosclerotic plaque area according to the results of oil red O staining, and ImageJ software was used to evaluate the calcification area according to the results of alizarin red staining and von kossa staining. Alizarin red staining or von kossa staining positive area/plaque area = calcification area. The ratio of the oil red O staining positive area to the vascular ring area was calculated as the proportion of plaque area. The ratio of alizarin red staining or von kossa staining positive area to the plaque area was calculated as the proportion of calcification area. The average of five samples on each section was taken as one data.

### 2.7 Serum cholesterol and triglycerides detection

Total cholesterol assay kit (A111-1-1) and triglycerides assay kit (A110-1-1) were bought from Nanjing Jiancheng Bioengineering Institute of China. The serum total cholesterol and triglycerides were determined according to the manufacturer’s instructions.

### 2.8 Serum calcium, phosphorus and creatinine detection

Serum calcium assay kit (C004-2) and creatinine assay kit (C011-2) were bought from Nanjing Jiancheng Bioengineering Institute of China. Phosphorus (pi) colorimetric assay kit (E-BC-K245-M) was bought from Elabscience. All indicators were detected was performed strictly according to the manufacturer’s instructions.

### 2.9 Calcium content detection and alkaline phosphatase (ALP) activity

Calcium assay kit (C004-2) and alkaline phosphatase (ALP) assay kit (A059-2) were bought from Nanjing Jiancheng Bioengineering Institute of China. The ALP activity and calcium content were determined according to the manufacturer’s instructions. The results were then normalized by the protein content determined by the BCA protein assay kit (K3000) from Biocolor BioScience of Shanghai, China.

### 2.10 Isolation, culture and calcification stimulation of primary cells

Primary rat thoracic aorta vascular smooth muscle cells (VSMCs) were extracted and cultured. Briefly, Male rats weighing about 200 g were killed by deep anesthesia with isoflurane (5%). After routine disinfection, the thoracic cavity was opened, and the thoracic aorta was blunt-separated into complete media (CM), which is defined as high-glucose Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (P/S). After stripping the adventitia and intima of aorta under a microscope, the media of aorta was cut into fragments as much as possible and attached to the T25 culture bottle. After 6–7 h, the cells were added with DMEM (containing 20% FBS plus 1% P/S), and the cells could be passaged at about 7–8 days. In this study, VSMCs from passage 5 to passage 9 were used in DMEM containing 10% FBS and 1% P/S. VSMCs calcification was induced by osteogenic media (OM) (DMEM media with 10% FBS and 1% P/S, supplemented with β-glycerophosphate disodium salt (β-GP, Sigma-Aldrich, G9422) (10 mM) and CaCl2 (Sigma-Aldrich, C5670) (3.5 mM)) For 5–7 days. For inorganic phosphate (Pi) - induced VSMCs calcification, its working concentration is 2.6 mM and VSMCs were treated for 5–7 days.

### 2.11 Isolation and culture of aortic rings

Thoracic aorta of 9-week-old male C57BL/6 mice were cut into approximately 2 mm rings, cultured in osteogenic media (OM) (10 mM β-GP plus 3.5 mM CaCl2) or 2.6 mM Pi, and the experimental groups treated with empagliflozin (1 μM) for 12 days. And then they were embedded in OCT, cut into 6–8 μm and attached to slides for Alizarin red staining and von Kossa staining.

### 2.12 RNA-seq analysis

Transcriptome sequencing experiments were performed by Guangzhou Ige BIOTECHNOLOGY Co., Ltd. Briefly, RNA-seq transcriptome library was sequenced with the Illumina HiSeq 2000 (2x 100 bp read length). Differentially expressed genes with adjusted *p*-value ≤0.05 were identified. And then Gene Ontology (GO) enrichment analysis was performed using DAVID.

### 2.13 Quantitative real time polymerase chain reaction (qRT-PCR)

Total RNA was extracted from treated VSMCs using TRIzol reagent (Invitrogen, Waltham, MA). Extracted mRNA was reverse transcribed into cDNA using Hifair^®^ II 1st Strand cDNA Synthesis Kit (Yeasen, Shanghai, China). Individual quantitative RT-PCR was performed using gene-specific primers as shown in Supplementary Table S1.

### 2.14 Statistical analysis

All data were showed as means ± SEM. Differences of data between the two groups were compared by unpaired Student’s t-test. Differences of data among multiple groups were determined by one-way ANOVA followed by the LSD test or Tamhane test. Statistical analysis was performed with SPSS version 24, and *p* < 0.05 was considered statistically significant. GraphPad Prism 8.3 was used to draw figures.

## 3 Results

### 3.1 Empagliflozin reduced lipid levels but had no effect on body weight and blood glucose level in non-diabetic atherosclerosis mouse model

To investigate the effect of empagliflozin on atherosclerotic calcification (AC) *in vivo*, ApoE^−/−^ mice were fed with western diet and empagliflozin was added to the drinking water for 24 weeks (Figure 1A). Because obesity, diabetes mellitus, and hyperlipidemia are crucial risk factors of atherosclerosis (Jayachandran and Qu, 2021), metabolic parameters, including body weight, blood glucose, serum total cholesterol, and serum triglycerides were detected in ApoE^−/−^ mice with atherosclerosis calcification. Over the 24 weeks period, empagliflozin did not affect mice body weight (Figures 1B, C). After 24 weeks feeding, empagliflozin treatment did not affect *ad libitum* blood glucose level (7.10 ± 0.15 mmol/L in the AC plus EMPA group vs. 7.09 ± 0.18 mmol/L in the AC group, *p* = 0.962) and fasting blood glucose level (4.62 ± 0.20 mmol/L in the AC plus EMPA group vs. 5.11 ± 0.18 mmol/L in the AC group, *p* = 0.094) in these non-diabetic mice (Figures 1D, E). Empagliflozin treatment did not affect serum calcium (2.93 ± 0.49 mmol/L in the AC plus EMPA group vs. 2.45 ± 0.69 mmol/L in the AC group, *p* = 0.1057) and phosphorus levels (0.59 ± 0.79 mmol/L in the AC plus EMPA group vs. 0.62 ± 0.85 mmol/L in the AC group, *p* = 0.45) in these non-diabetic mice (Figures 1F–H). However, empagliflozin reduced the levels of total cholesterol (26.56 ± 1.19 mmol/L in the AC plus EMPA group vs. 40.01 ± 4.14 mmol/L in the AC group, *p* = 0.007, Figure 1I) and triglyceride (3.19 ± 0.17 mmol/L in the AC plus EMPA group vs. 4.29 ± 0.26 mmol/L in the AC group, *p* = 0.003, Figure 1J). Empagliflozin reduced the serum creatinine level (171.41 ± 10.97 μmol/L in the AC plus EMPA group vs. 215.10 ± 45.62 μmol/L in the AC group, *p* = 0.048). These data suggested that empagliflozin reduced lipid and creatinine levels but it had no effect on blood glucose, calcium, phosphorus in non-diabetic mouse atherosclerosis model.

**FIGURE 1:**
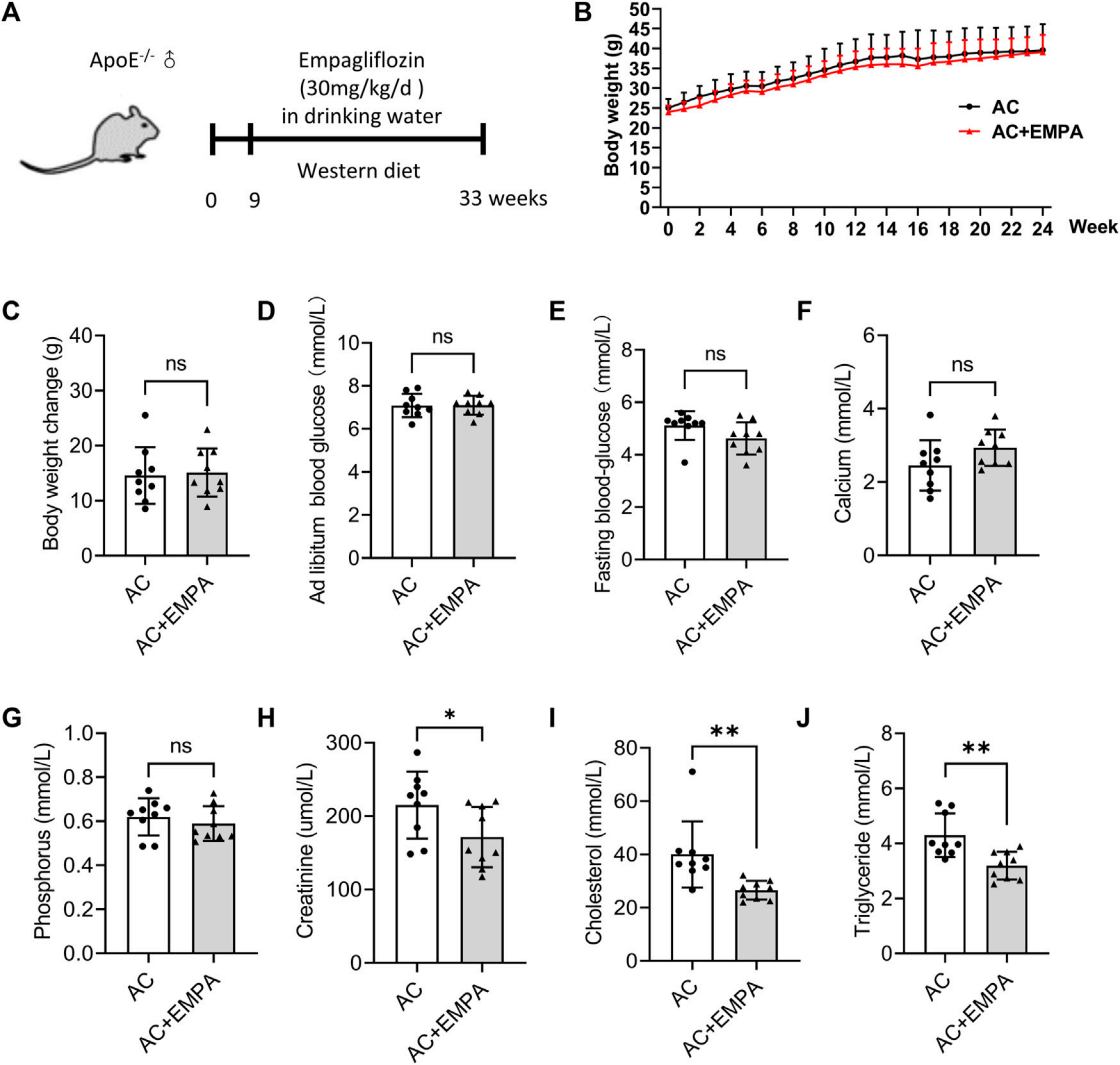
Empagliflozin reduced lipid levels but had no effect on blood glucose in mouse atherosclerotic calcification (AC). ApoE^−/−^ mice were fed with western diet with or without empagliflozin (EMPA) for 24 weeks to induce atherosclerotic calcification (AC). **(A)** Experimental design scheme. **(B)** The changes of body weight weekly during the experiment. **(C)** Comparison of weight gain (final body weight minus initial body weight) during the experiment. *Ad libitum* blood glucose **(D)** and fasting blood glucose **(E)** of mice in both groups on the day before the end of the experiment. Serum calcium **(F)**, phosphorus **(G)**, creatinine levels **(H)**, total cholesterol **(I)** and triglyceride **(J)** levels in both groups at the end of the experiment. ns means no statistical differences. *p < 0.05, **p < 0.01.

### 3.2 Empagliflozin alleviated arterial calcification during atherosclerosis

We next detected arterial calcification in these ApoE^−/−^ mice. As shown in Figures 2A, B, empagliflozin treatment reduced atherosclerotic plaque area in the aortic roots. Importantly, empagliflozin treatment significantly inhibited calcium nodule formation in atherosclerotic lesion areas as assessed by alizarin red (Figures 2C, D) and von Kossa staining (Figures 2E, F). These results suggested that empagliflozin alleviated western diet - induced atherosclerotic calcification *in vivo*.

**FIGURE 2:**
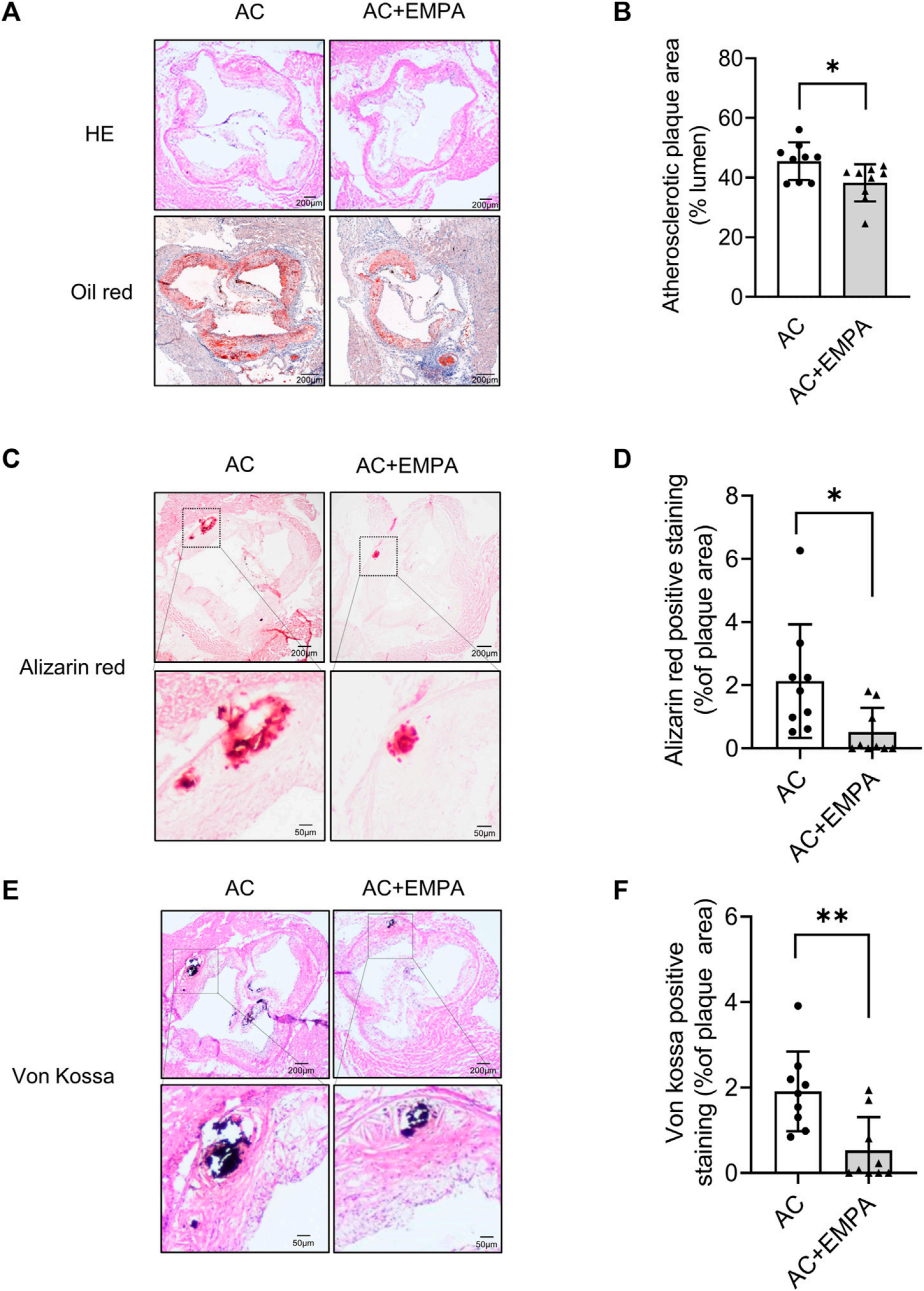
Empagliflozin alleviated western diet - induced atherosclerotic lesion area and calcification area *in vivo*. ApoE^−/−^ mice were fed with western diet with or without empagliflozin (EMPA) for 24 weeks to induce atherosclerotic calcification (AC). **(A)** Representative images of hematoxylin-eosin (HE) staining and oil red O staining of aortic roots of mice in indicated groups. **(B)** Quantitative analysis of atherosclerotic plaque area based on oil red O staining. **(C)** Representative images of alizarin red staining in atherosclerotic lesion areas of aortic roots. **(D)** Quantitative analysis of alizarin red staining positive area (alizarin red staining positive area/atherosclerotic plaque area). **(E)** Representative images of von Kossa staining in atherosclerotic lesion areas of aortic roots. **(F)** Quantitative analysis of von Kossa staining positive area (von Kossa staining positive area/atherosclerotic plaque area). *p < 0.05, **p < 0.01.

### 3.3 Empagliflozin inhibited calcification of primary VSMCs *in vitro*

Vascular smooth muscle cells (VSMCs) are the key cell type involved in atherosclerotic calcification (Yang et al., 2020). We next investigate VSMCs calcification induced by osteogenic media (OM) and inorganic phosphate (Pi) *in vitro*. The results showed that 0.5 and 1 μM empagliflozin inhibited calcification of primary VSMCs induced by OM or Pi. Alizarin red staining evaluation showed that the inhibitory effect of 1 μM empagliflozin was more significant (Figures 3A, B, E, F). Moreover, 1 μM empagliflozin exhibited significantly decreased calcium content and ALP activity induced by OM or Pi in VSMCs calcification (Figures 3C, D, G, H). These results indicated that empagliflozin inhibited calcification of primary VSMCs *in vitro*.

**FIGURE 3:**
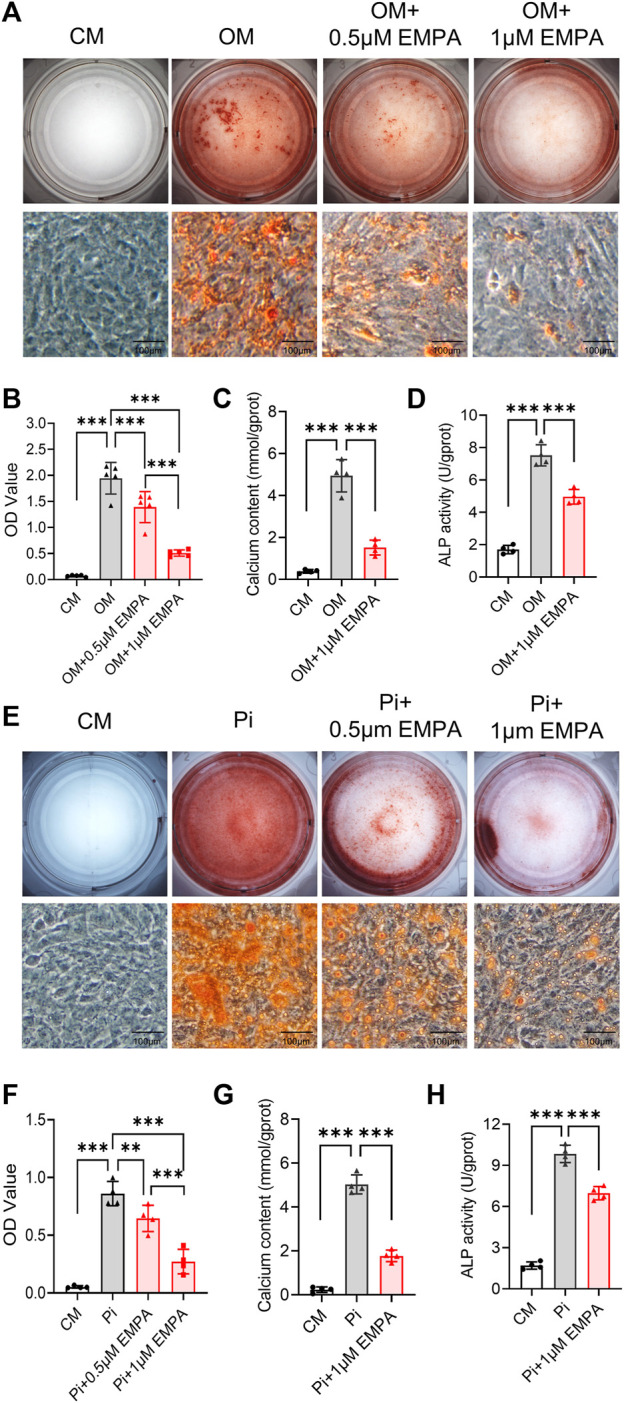
Empagliflozin inhibited calcification of primary VSMCs *in vitro*. Primary VSMCs were incubated in CM, or OM **(A–D)** or Pi (2.6 mM) **(E–H)** with or without EMPA (1 μM) for 5–7 days *in vitro*. Alizarin red staining was used to evaluate cell calcification. **(A)** Representative images of alizarin red staining for calcium nodule formation of primary VSMCs treated with CM or OM with or without EMPA (*n* = 5), scale bar = 100 μm. **(B)** Quantitative analysis of calcium deposit by a microplate reader at a wavelength of 562 nm (*n* = 5). **(C)** Quantitative analysis of calcium content with a calcium assay Ki (*n* = 4). **(D)** Quantitative analysis of ALP activity with an ALP assay Kit (*n* = 4). **(E)** Representative images of Alizarin red staining for calcium nodule formation of primary VSMCs treated with CM or Pi with or without EMPA (*n* = 4), scale bar = 100 μm. **(F)** Quantitative analysis of calcium deposit by a microplate reader at a wavelength of 562 nm (*n* = 4). **(G)** Quantitative analysis of calcium content with a calcium assay kit (*n* = 4). **(H)** Quantitative analysis of ALP activity with an ALP assay kit (*n* = 4). **p < 0.01, ***p < 0.001. ALP, alkaline phosphatase; CM, complete media; EMPA, empagliflozin; OM, osteogenic media; Pi, inorganic phosphate; VSMCs, vascular smooth muscle cells.

### 3.4 Empagliflozin inhibited calcification of aortic rings *ex vivo*

To further verify the inhibitory effect of empagliflozin on VSMCs calcification, we next investigated the effect of empagliflozin on aortic rings calcification induced by osteogenic media (OM) or inorganic phosphate (Pi) *in vitro*. Alizarin red staining and von kossa staining were used to assess calcium deposition. The results showed that empagliflozin significantly inhibited calcium deposition in aortic rings induced by OM (Figures 4A–D). Similar results were observed in Pi - induced calcification of the aortic rings (Figures 4E–H). These results indicated that empagliflozin inhibited vascular calcification of aortic rings *ex vivo*.

**FIGURE 4:**
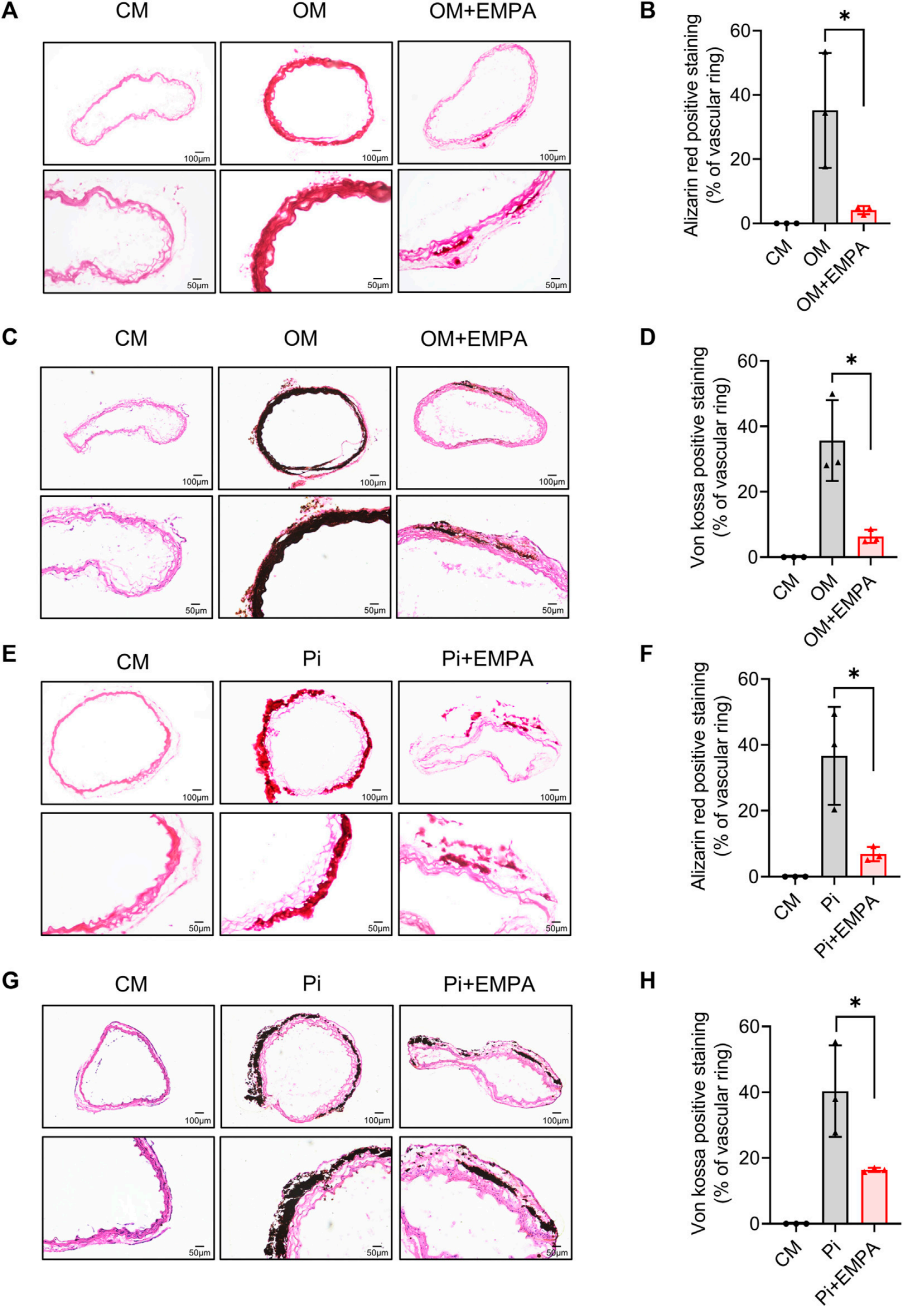
Empagliflozin alleviated calcification of aortic ring *ex vivo*. Thoracic aorta rings of 9-week-old male C57BL/6 mice were incubated in CM or OM **(A–D)** or Pi (2.6 mM) **(E–H)** with or without EMPA (1 μM) for 12 days *in vitro*. Alizarin red staining and von kossa staining was used to evaluate cell calcification. Representative images of alizarin red staining **(A)** and von kossa staining **(C)** for calcium nodule formation of aortic ring treated with CM or OM with or without EMPA (*n* = 3), Scale bar = 50 μm. Quantitative analysis of calcium deposit of figure A **(B)** and figure C **(D)** by measuring the gray value of calcified areas with ImageJ software (*n* = 3). Representative images of alizarin red staining **(E)** and von kossa staining **(G)** for calcium nodule formation of aortic ring treated with CM or Pi with or without EMPA (*n* = 3), scale bar = 50 μm. Quantitative analysis of calcium deposit of figure E **(F)** and figure G **(H)** by measuring the gray value of calcified areas with ImageJ software (*n* = 3). *p < 0.05. CM, complete media; EMPA, empagliflozin; OM, osteogenic media; Pi, inorganic phosphate.

### 3.5 Empagliflozin negatively regulated the osteogenic differentiation of VSMCs

To determine how empagliflozin exerts its anti-vascular calcification effect, the VSMCs RNA-seq analysis was performed. 

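Primary VSMCs from rat thoracic aorta were cultured in OM, which contains 10 mM β-GP and 3.5 mM CaCl2, with or without 1 μM empagliflozin, an inhibitor of the sodium-glucose cotransporter SGLT2. RNA was sequenced from 3 samples with empagliflozin (OM plus EMPA group) and 3 samples without it (OM group). The paper gives 4 days of culture for these samples and the sample labels give 5 days. The sample titles abbreviate the medium as Pi, which the paper uses for inorganic phosphate, a separate treatment. The treatment protocol in the labels and the paper's figure legend both give OM, which was followed here. VSMCs in complete media were not analysed here, so every value compares the OM plus EMPA group with the OM group. Neither the paper nor the labels say whether the 3 samples of a group came from separate cultures or animals, so the p-values measure only the spread between these samples, which may be technical.

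The values deposited by the authors are TPM of 13526 genes, of which 11889 have a gene symbol. TPM are transcript abundances corrected for transcript length and scaled to nearly the same sum in each library, here 997954 to 998293, so the sequencing depth behind each value is unknown. The number of genes with at least 1 TPM was 12473 to 12508 in the OM plus EMPA libraries and 12532 to 12578 in the OM libraries. The submitters' processing notes name fastp, HISAT2 2.0.5 and RSEM, and the genome build is not given in the sources used here. Transcripts encoded by the mitochondrial genome made up 10.65 ± 0.31% of TPM (SD, n = 3) in the OM plus EMPA group and 8.89 ± 0.85% (SD, n = 3) in the OM group, which bears on how the other genes are scaled.

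Groups were compared with limma on log2(TPM + 1) over the 12564 genes with a mean of at least 1 TPM. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p of at most 0.05, the threshold in the paper's methods, were called higher or lower. A log2 fold change on the log2(TPM + 1) scale understates the change of genes with low TPM. Gene lists were fixed before the data were examined and tested with limma's camera, which compares a list with all other genes, at a preset correlation of 0.01 between genes. Of the 21 lists tested, 12 passed this test, 0 passed it with an estimated correlation, and 10 passed limma's fry, which asks whether a list moves in 1 direction by itself.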

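Of the 10 genes with the largest decreases in the OM plus EMPA group, 5 encode cytokines or chemokines. Csf2, which encodes the cytokine GM-CSF, was at 1.22 ± 0.462 TPM (SD, n = 3) with empagliflozin and 10.8 ± 1.45 TPM (SD, n = 3) in the OM group. Nos2, the inducible nitric oxide synthase, was at 3.25 ± 0.985 TPM against 19 ± 4.79 TPM, and Cxcl3, a chemokine that attracts neutrophils, was at 62.7 ± 18.6 TPM against 270.2 ± 61.6 TPM. The largest increases included F3, which encodes tissue factor and starts blood coagulation, at 237 ± 18.6 TPM with empagliflozin and 105 ± 12 TPM in the OM group.

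Csf2 fell by 2.43 on the log2 scale (SE 0.17, adjusted p = 0.00165 from limma), Nos2 fell by 2.23 (SE 0.22, adjusted p = 0.00314 from limma) and Cxcl3 fell by 2.11 (SE 0.24, adjusted p = 0.00454 from limma). The other genes among the 10 largest decreases had log2 fold changes of -1.89 for Acod1, which makes itaconate, -1.77 for Cx3cl1, -1.62 for Ass1, an enzyme of arginine synthesis, -1.59 for Penk, -1.57 for Ccl5, -1.51 for Cxcl2 and -1.49 for Ptgs2, the inducible cyclooxygenase. Cx3cl1, Ccl5 and Cxcl2 also encode chemokines. F3 rose by 1.18 (SE 0.09, adjusted p = 0.00187 from limma), and Gjb2, which encodes the gap junction protein connexin 26, rose from 12.4 ± 1.35 to 28.2 ± 2.29 TPM (log2 fold change 1.12, SE 0.09, adjusted p = 0.00193 from limma). Among the 10 largest increases were also Afap1l2 and Lmcd1, each with a log2 fold change of 1.12, the oxidase gene Duox1 (1.08), the potassium channel subunit Kcne4 (1.01), Sorbs2 (1.00) and the metalloprotease Adamts1 (0.97). RGD1565462 (1.51) and AABR07021465.2 (1.15), loci known here only by these names, completed the 10.

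In the authors' table F3 lies on chromosome 2 from 209826951 to 209838668, Csf2 on chromosome 10 from 38386945 to 38389199 and Nos2 on chromosome 10 from 63815308 to 63851210. Of these 20 genes 14, including F3, Gjb2, Csf2, Nos2 and Cxcl3, kept an adjusted p of at most 0.05 in limma when any 1 library was left out. The largest adjusted p reached in this way was 0.125, for Ptgs2. In a principal component analysis of the tested genes the first component, with 42.1% of the variance, separated the groups.

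**Figure D1:**
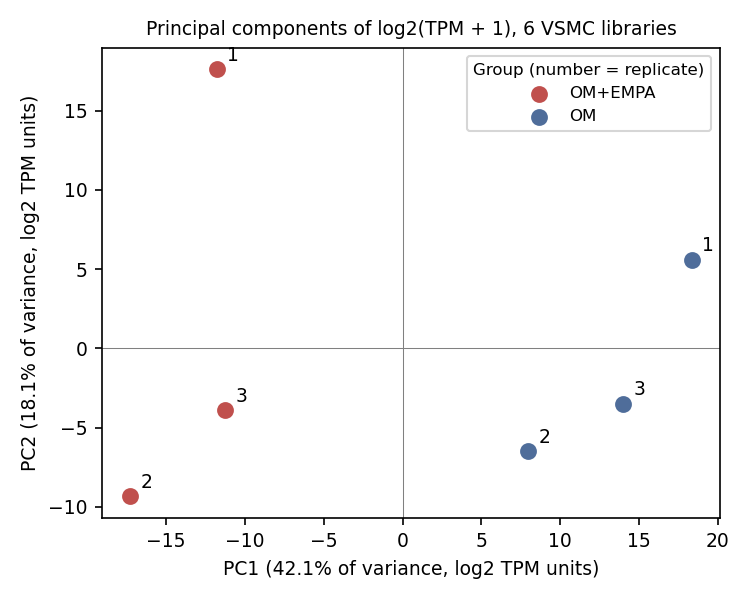
First and second principal components of log2(TPM + 1) for the 6 libraries, in log2 TPM units, with points coloured by group and numbered by replicate. The OM plus EMPA libraries lie between -17.27 and -11.25 on the first component and the OM libraries between 7.95 and 18.35, while OM plus EMPA replicate 1 lies apart on the second component at 17.63.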

As shown in Figure 5A, VSMCs cultured in OM with empagliflozin showed a significantly difference in gene expression compared with OM group. A total of 378 genes were differentially expressed in VSMCs treated with empagliflozin, including 159 upregulated genes and 219 downregulated genes (Figure 5B). 

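Interferon response genes were lower as a group with empagliflozin. Of 23 tested genes of the interferon list, 21 fell, 0 rose and 2 did not pass the test (22 fell when adjusted over the list alone). Mx1, an antiviral GTPase, was at 63.8 ± 9.55 TPM (SD, n = 3) in the OM plus EMPA group and 167 ± 19.7 TPM (SD, n = 3) in the OM group. Ifit3, another interferon-induced gene, was at 257 ± 21.6 against 545 ± 73.5 TPM, and the interferon-induced GTPase Gbp2 at 144 ± 5.77 against 335 ± 42.2 TPM. Mx1 fell by 1.38 on the log2 scale (SE 0.12, adjusted p = 0.00193 from limma), Gbp2 by 1.20 (SE 0.08, adjusted p = 0.00165 from limma) and Ifit3 by 1.08 (SE 0.1, adjusted p = 0.00246 from limma). The list had a median log2 fold change of -0.67 (camera adjusted p = 1.99e-19 from limma, adjusted p = 0.274 with an estimated correlation).

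Inflammation genes were also lower. Of 26 tested genes, 16 fell, 1 rose (Cxcl12, named after its value was seen, by 0.32) and 9 did not pass the test (19 fell and 3 rose when adjusted over the list alone). Tnf, which encodes the cytokine TNF-α, was at 9.64 ± 1.6 against 21.9 ± 2.24 TPM and fell by 1.11 (SE 0.12, adjusted p = 0.00451 from limma). Tnfaip3, a feedback inhibitor of NF-κB that is itself induced by it, fell by 1.37 (SE 0.09, adjusted p = 0.00165 from limma). The list had a median log2 fold change of -0.59 (camera adjusted p = 1.81e-07 from limma, adjusted p = 0.37 with an estimated correlation). Of 14 markers of macrophages and leukocytes only 4 reached the filter of 1 TPM, and of these Cd68 fell by 0.83 (SE 0.18, adjusted p = 0.0378 from limma). The log2 fold changes of Lgals3, Cd14 and Fcer1g, which did not pass the test, were -0.17, -0.15 and -0.00, the last of them 0.06 under another scaling of the libraries.

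Genes of sterol synthesis were higher. Of 24 tested genes 12 rose and 0 fell (19 and 0 when adjusted over the list alone). Insig1, which retains SREBP in the endoplasmic reticulum, was at 731 ± 33.4 against 544 ± 28.8 TPM (log2 fold change 0.42, SE 0.06, adjusted p = 0.00635 from limma), and the enzymes Dhcr7 and Cyp51 rose by 0.33 and 0.29. The list had a median log2 fold change of 0.22 (camera adjusted p = 5.72e-19 from limma, adjusted p = 0.274 with an estimated correlation). Of 22 tested genes of fatty acid synthesis and oxidation, 6 rose and 2 fell (10 and 4 when adjusted over the list alone), with a camera adjusted p of 0.000538 from limma (adjusted p = 0.274 with an estimated correlation). The desaturases Scd2 and Fads2 rose by 0.38 and 0.35, and Angptl4, an inhibitor of lipoprotein lipase, had a log2 fold change of -0.59. The lipid droplet gene Plin2, named after its value was seen, had a log2 fold change of -0.33, and of -0.27 with an adjusted p of 0.0521 from limma under the median-ratio scaling of the libraries. Of the 13 protein-coding transcripts of the mitochondrial genome, 7 rose and 0 fell (12 and 0 when adjusted over the list alone), with a median log2 fold change of 0.39 (camera adjusted p = 3.71e-12 from limma, adjusted p = 0.274 with an estimated correlation). Mt-nd1, a subunit of complex I, was at 3832 ± 62.9 against 2922 ± 216 TPM (log2 fold change 0.39, SE 0.06, adjusted p = 0.0141 from limma), and Mt-nd4 and Mt-cyb rose by 0.51 and 0.49.

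Over all 12564 tested genes, 870 passed an adjusted p of 0.05 from limma, 259 of them higher and 611 lower with empagliflozin. With an additional threshold of 1.5-fold, 66 were higher and 183 lower. Besides genes already named, the smallest p-values belonged to Scube3, Adamts8 and Nkd2, with log2 fold changes of -1.20, -0.58 and 0.83. With the libraries scaled by the median ratio of genes in place of the sum of TPM, a setting chosen after seeing the data, 393 genes were higher and 380 lower. Leaving out 1 library gave 80 to 216 higher and 245 to 438 lower genes, fewest without OM plus EMPA replicate 2. It left 16 to 21 interferon genes and 10 to 17 inflammation genes lower, 2 to 6 sterol genes higher (2 without OM plus EMPA replicate 1 or OM replicate 3), 3 to 5 genes of fatty acid synthesis and oxidation higher (3 without OM replicate 1 or 3) and 1 to 2 lower, and 0 to 9 mitochondrial transcripts higher (0 without OM plus EMPA replicate 2 or OM replicate 3). The median log2 fold change stayed at 0.18 to 0.23 for the sterol list and at 0.30 to 0.45 for the mitochondrial transcripts. Of the 20 called genes named here, 12 kept an adjusted p of at most 0.05 in limma without any 1 library, and the largest was 0.114, for Cd68.

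**Figure D2:**
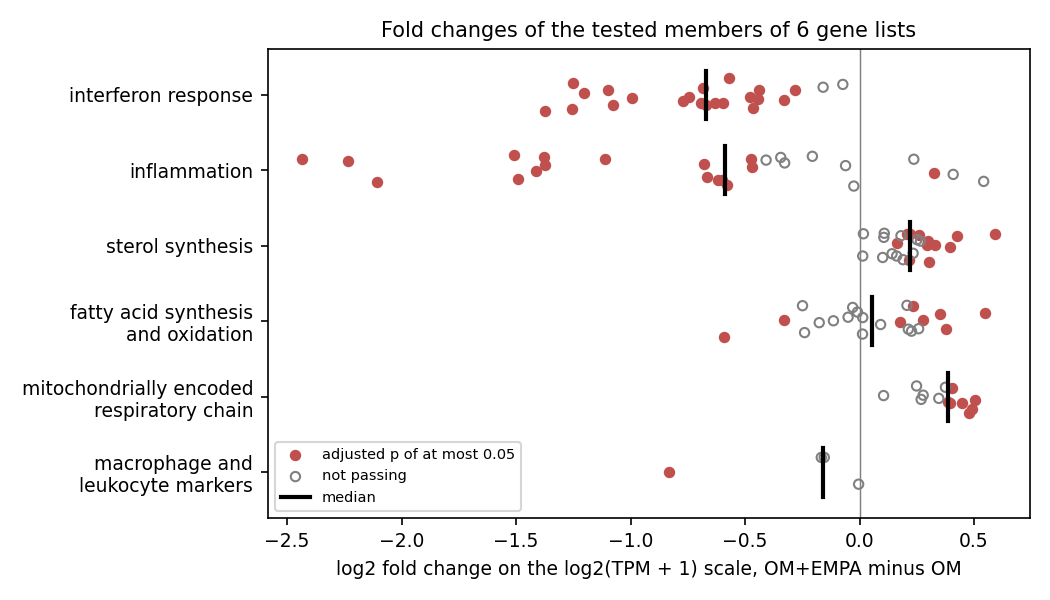
Log2 fold change on the log2(TPM + 1) scale, OM plus EMPA minus OM, of each tested member of 6 gene lists. Filled points have an adjusted p of at most 0.05 from limma, open points do not, and the black bar is the median, which lies at -0.67 for the interferon list and at 0.39 for the mitochondrially encoded list.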

The 159 upregulated genes were undergone GO enrichment analysis. 

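Several genes of secreted matrix proteins were higher in the OM plus EMPA group. Col11a1, a chain of a fibrillar collagen, was at 146 ± 14.1 TPM (SD, n = 3) with empagliflozin and 87.6 ± 13.5 TPM (SD, n = 3) in the OM group. Ccdc80, a secreted matrix protein, was at 615 ± 61.3 against 384 ± 55.8 TPM, and Tgfb3, a TGF-β ligand, at 61.7 ± 8.49 against 34.2 ± 5.81 TPM. Other matrix genes were lower, among them Col15a1, a collagen of basement membranes, at 10.9 ± 2.39 against 25.4 ± 4.21 TPM. Col11a1 rose by 0.74 on the log2 scale (SE 0.11, adjusted p = 0.0108 from limma), Tgfb3 by 0.84 (SE 0.13, adjusted p = 0.0118 from limma) and Ccdc80 by 0.68 (SE 0.11, adjusted p = 0.0125 from limma), while Col15a1 fell by 1.15 (SE 0.16, adjusted p = 0.00726 from limma).

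GO terms were counted with the annotation in the authors' table, among the genes higher at 1.5-fold and against the tested genes with a term of the same ontology, by 1-sided Fisher's exact test over 5498 terms. The term extracellular matrix held 8 of these genes among its 125 tested members, 11.7-fold more than the background (exact test, adjusted p = 0.000622). They were Abi3bp, Adamts1, Adamtsl3, Ccdc80, Col11a1, Col8a2, Tgfb3 and Wnt4. Without the threshold of 1.5-fold, 15 members of the term rose and 11 fell. The term negative regulation of cell migration held 3 of the genes higher at 1.5-fold among 77 members, namely Igfbp5, Ptn and Wnt4 (7.09-fold, exact test, unadjusted p = 0.00864, adjusted p = 0.766), and without the fold threshold these 3 rose (1.83-fold, exact test, unadjusted p = 0.226, adjusted p = 1) and 5 members fell, Afdn, Bst2, Cited2, Cx3cl1 and Dpysl3. The term negative regulation of osteoblast differentiation held Igfbp5 and Sox9 among 39 members (9.33-fold, exact test, unadjusted p = 0.0193, adjusted p = 1), and without the fold threshold Igfbp5, Sox9, Id3, Smad6 and Twsg1 rose (6.02-fold, exact test, unadjusted p = 0.00134, adjusted p = 0.111) and Tnf, Twist2, Noct and Nbr1 fell. Among the genes higher at 1.5-fold, 2 related terms looked at after the values were seen had smaller p-values and did not pass either. They were positive regulation of bone mineralization (Ptn, Tgfb3 and Wnt4, 21-fold, exact test, unadjusted p = 0.000374, adjusted p = 0.129) and ossification (Clec11a, Col11a1, Ptn and Sox9, 11.9-fold, exact test, unadjusted p = 0.000339, adjusted p = 0.129), with Clec11a named after its value was seen (log2 fold change 0.70). The counts at 1.5-fold rest on 66 higher genes, and the paper's list has 159. The authors' deposited table gave 159 at an FDR of at most 0.1 and 1.5-fold, a setting found after seeing the values. With these 159 the osteoblast term held 6 genes (12.7-fold, exact test, adjusted p = 0.00562). The migration term held 6 (6.18-fold, exact test, adjusted p = 0.0847). Igfbp5, an IGF-binding protein, was at 3.43 ± 0.286 against 1.5 ± 0.306 TPM (log2 fold change 0.83, SE 0.13, adjusted p = 0.0122 from limma). Sox9, a transcription factor of cartilage formation, was at 19.8 ± 0.827 against 12.2 ± 0.914 TPM (log2 fold change 0.65, SE 0.07, adjusted p = 0.00451 from limma).

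Of 42 tested genes of the extracellular matrix list, Col11a1, Tnc, Fbln5 and Col12a1 (the last named after its value was seen) rose and Col15a1, Nid2, Postn, Dcn and Col5a3 fell. These are 4 and 5 genes (16 and 8 when adjusted over the list alone), with a camera adjusted p of 0.000931 from limma toward higher expression (adjusted p = 0.412 with an estimated correlation and 0.586 with fry). Under median-ratio scaling the calls of this list turned to 8 higher and 3 lower, and the camera adjusted p was 0.00387 from limma. With the replicate block they were 15 and 8. With 1 library left out they were 1 to 4 higher (1 without OM plus EMPA replicate 2 or 3 or OM replicate 1 or 3) and 2 to 5 lower, with a camera adjusted p of at most 0.0345 from limma. Nid2 and Postn, which encode a basement membrane protein and periostin, had log2 fold changes of -0.51 and -0.52. Of 14 genes of matrix proteases and their inhibitors 1, Adamts1, rose and 3 fell (3 and 7 when adjusted over the list alone), with a camera adjusted p of 0.603 from limma and a fry adjusted p of 0.0105 from limma toward lower expression. With 1 library left out 0 to 3 fell (0 without OM plus EMPA replicate 1 or 2 or OM replicate 3), and the fry adjusted p was 0.00547 to 0.101 (largest without OM replicate 1). The genes that fell were Adamts4 (-0.52), the plasminogen activator Plat (-0.55) and the metalloprotease inhibitor Timp1 (-0.28). In the TGF-β list 3 of 16 genes rose and 1 fell (6 and 3 when adjusted over the list alone), with a camera adjusted p of 0.0274 from limma (adjusted p = 0.392 with an estimated correlation, 0.406 with fry, 0.115 without OM plus EMPA replicate 3 and 0.0844 without OM replicate 1), and 1 to 2 genes higher and 0 lower with any 1 library left out. Tgfb2 and Ccn2, a matricellular protein induced by TGF-β, rose by 0.45 and 0.38, and Tgfbr3 had a log2 fold change of -0.35. The enrichment of the extracellular matrix term was lost without OM plus EMPA replicate 3 (5 genes, 9.54-fold, exact test, adjusted p = 0.151) and without OM replicate 3 (5 genes, 11.4-fold, exact test, adjusted p = 0.0762). The lists of higher genes were shorter there, 52 and 40 against 66. The enrichment was 9.54-fold and 11.4-fold there, against 11.7-fold with all libraries, so shorter lists may account for the loss. Lists as short as these passed in the next 2 fits, but at a higher fold, so those fits cannot decide this. The term still passed without OM plus EMPA replicate 2 (33 higher genes, 6 in the term, 18.2-fold, exact test, adjusted p = 0.00128). It also passed without OM replicate 1 (40 higher genes, 6 in the term, 15.4-fold, exact test, adjusted p = 0.00373). With all higher genes the enrichment of the term was 5.64-fold. Of the 38 called genes named here, 12 kept an adjusted p of at most 0.05 in limma without any 1 library (the largest was 0.148, for Clec11a without OM plus EMPA replicate 2). Timp1, Col5a3, Dcn, Afdn, Bst2 and Nbr1 were not called under the median-ratio scaling (log2 fold changes of -0.22, -0.59, -0.33, -0.23, -0.27 and -0.17, adjusted p from 0.0529 for Timp1 to 0.103 for Nbr1).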

As shown in Figure 5C, the enriched items were clustered in extracellular matrix, negative regulation of cell migration and negative regulation of osteoblast differentiation. Moreover, KEGG enrichment analysis showed that empagliflozin can activate the AMPK signaling pathway (Figure 5D). 

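Genes of the AMPK signaling pathway that rose with empagliflozin were mainly genes of lipid synthesis. Scd, which encodes a desaturase of fatty acid synthesis, was at 368 ± 1.77 TPM (SD, n = 3) in the OM plus EMPA group and 251 ± 11.8 TPM (SD, n = 3) in the OM group. Srebf1, the transcription factor SREBP-1 of lipid synthesis, was at 73.4 ± 3.5 against 60.4 ± 0.625 TPM. Prkaa1 and Prkaa2, which encode the catalytic subunits of AMPK, did not pass the test.

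Scd rose by 0.55 on the log2 scale (SE 0.04, adjusted p = 0.00187 from limma) and Srebf1 by 0.28 (SE 0.05, adjusted p = 0.0164 from limma). In the pathway as annotated in the authors' table, 4 of 94 tested members rose, among them Scd, Scd2 and Srebf1, and 3 fell, among them the glycolytic enzyme Pfkp (log2 fold change -0.38) and Tsc2, an inhibitor of mTORC1 signaling (-0.27). None of the 94 was higher or lower at 1.5-fold. The pathway thus held 0 of the 27 annotated genes higher at 1.5-fold and 0 of the 129 higher or lower (exact test, adjusted p = 1 for each). It held 4 of the 125 annotated higher genes without a fold threshold (1.65-fold, exact test, unadjusted p = 0.223, adjusted p = 0.975). The count at 1.5-fold depended on the scaling, since Scd was 1.46-fold higher here and reached a log2 fold change of 0.61 under median-ratio scaling. The pathway then held 1 of the 44 annotated genes higher at 1.5-fold (1.17-fold, exact test, unadjusted p = 0.579). Of the 43 tested genes of the AMPK list fixed here 3 rose, among them Scd and Srebf1, Tsc2 fell and 39 did not pass the test (4 rose and 2 fell when adjusted over the list alone). The camera test of this list gave an adjusted p of 0.0806 from limma. Prkaa2 had a log2 fold change of 0.42 (SE 0.13, adjusted p = 0.11 from limma) and Prkaa1 of 0.03 (SE 0.06, adjusted p = 0.83 from limma), a pair chosen after their values were seen. Prkaa2 was low, at 2.35 ± 0.34 against 1.5 ± 0.221 TPM (SD, n = 3), so the log2(TPM + 1) scale understates its change. In the authors' deposited table its log2 fold change was 0.76 (FDR 0.0742). Scd, Scd2 and Pfkp kept an adjusted p of at most 0.05 in limma without any 1 library, and Srebf1 and Tsc2 did not (up to 0.0888, for Tsc2 without OM plus EMPA replicate 2). Tsc2 was not called under the median-ratio scaling (log2 fold change -0.22, adjusted p = 0.0575 from limma). With any 1 library left out the AMPK list had 1 to 3 higher genes and 0 lower. Its camera adjusted p was 0.0397 from limma without OM plus EMPA replicate 2. From its KEGG enrichment in Fig. 5D, the paper states that empagliflozin can activate the AMPK signaling pathway.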

Accumulating studies have shown that osteogenic differentiation of VSMCs plays a crucial role in the process of vascular calcification (Leopold, 2015; Durham et al., 2018; Yang et al., 2020; Sutton et al., 2023). Then we further verify whether empagliflozin inhibits VSMCs calcification via negatively regulating the osteogenic differentiation of VSMCs. We detected the changes of VSMCs contractile phenotype markers (α-SMA, SM22-α, Cnn1 and Smoothelin) and VSMCs osteogenic differentiation transcription factor Runx2 and transforming growth factor BMP2 during VSMCs osteogenic differentiation by qRT-PCR. Compared with the CM group, the results showed that the VSMCs cultured in OM significantly induced the VSMCs from contractile phenotype to osteogenic phenotype, as indicated by the decreased mRNA levels of α-SMA, SM22-α, Cnn1 and Smoothelin and the increased mRNA levels of Runx2 and BMP2 (Figures 5E–J). However, empagliflozin reversed their mRNA levels of the markers described above (Figures 5E–J). These results suggested that empagliflozin inhibited the osteogenic differentiation of primary VSMCs *in vitro*.

**FIGURE 5:**
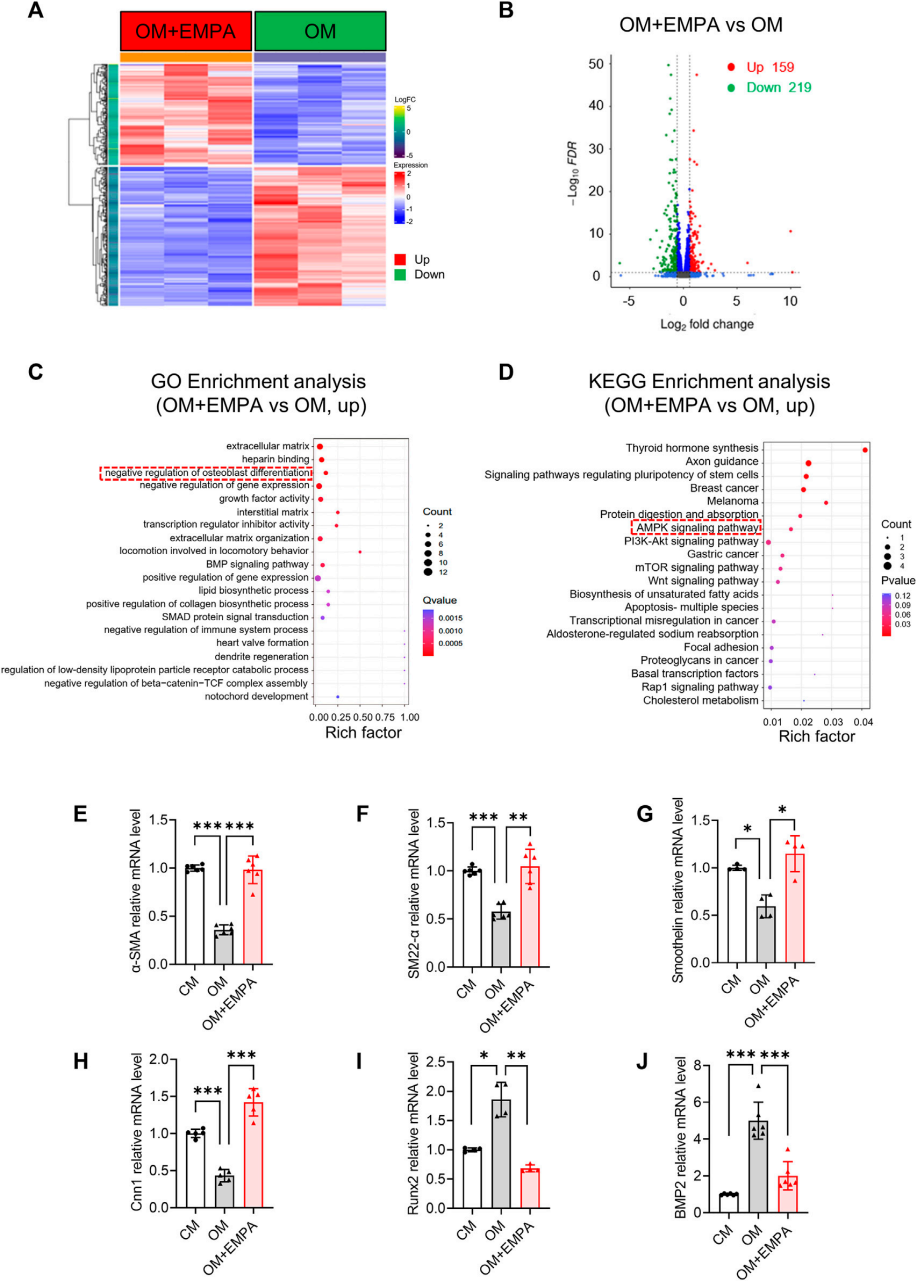
Empagliflozin negatively regulates the osteogenic differentiation of VSMCs. **(A–C)** Primary VSMCs were incubated in OM with or without EMPA (1 μM) for 4 days *in vitro* (*n* = 3). **(A)** Heatmap of differentially expressed genes (DEGs) from RNA-seq data. **(B)** Volcano plot from RNA-seq data. **(C)** GO enrichment analysis for the DEGs. **(D)** KEGG enrichment analysis for the DEGs. **(E–J)** Primary VSMCs were incubated in OM with or without EMPA (1 μM) for 7 days *in vitro* (*n* = 4–6). The mRNA levels of α-SMA **(E)**, SM22-α **(F)**, Smoothelin **(G)**, Cnn1**(H)**, Runx2 **(I)** and BMP2 **(J)** was detected by qRT-PCR. *p < 0.05, **p < 0.01, ***p < 0.001. α-SMA: alpha-smooth muscle actin; BMP2, Bone morphogenetic protein 2; Cnn1, calponin 1; EMPA, empagliflozin; KEGG, Kyoto Encyclopedia of Genes and Genomes. OM, osteogenic media; Pi, inorganic phosphate; Runx2, runt-related transcription factor 2; SM22-α, smooth muscle 22 alpha; VSMCs, vascular smooth muscle cells.

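In the RNA-seq samples the contractile genes Acta2, Tagln and Cnn1 were higher with empagliflozin and Bmp2 was lower. Acta2, which encodes α-SMA, was at 488 ± 65 TPM (SD, n = 3) in the OM plus EMPA group and 302 ± 57.6 TPM (SD, n = 3) in the OM group. Tagln, which encodes SM22-α, was at 2052 ± 172 against 1528 ± 152 TPM, and Cnn1 at 29.8 ± 4.75 against 17 ± 2 TPM. Bmp2, an osteogenic growth factor, was at 13.9 ± 4.54 against 30.7 ± 7.5 TPM. Runx2, the osteogenic transcription factor, was at 12 ± 0.68 against 12.4 ± 1.42 TPM, and Smtn, which encodes smoothelin, at 52.8 ± 1.53 against 47.6 ± 2.94 TPM, and neither passed the test.

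Acta2 rose by 0.70 on the log2 scale (SE 0.14, adjusted p = 0.0281 from limma), Tagln by 0.43 (SE 0.09, adjusted p = 0.0297 from limma) and Cnn1 by 0.77 (SE 0.13, adjusted p = 0.015 from limma). The log2 fold change of Smtn was 0.15 (SE 0.06, adjusted p = 0.166 from limma). Bmp2 fell by 1.12 (SE 0.26, adjusted p = 0.0443 from limma), a call that was lost under the median-ratio scaling (log2 fold change -1.06, adjusted p = 0.0529 from limma). Runx2 had a log2 fold change of -0.04 (SE 0.09, adjusted p = 0.82 from limma), and of 0.01 under that scaling. Alpl, which encodes alkaline phosphatase, was below the filter, at 0.96, 0.79 and 1.05 TPM in the OM plus EMPA libraries and 0.48, 0.98 and 0.49 TPM in the OM libraries. Gapdh, for which the paper lists qRT-PCR primers, was at 3231 ± 20.5 against 3204 ± 59.1 TPM (log2 fold change 0.01, SE 0.05, adjusted p = 0.904 from limma).

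Of 15 tested contractile genes 6 rose and 0 fell (7 and 0 when adjusted over the list alone), with a median log2 fold change of 0.22 (camera adjusted p = 2.4e-08 from limma, adjusted p = 0.274 with an estimated correlation). Lmod1, an actin filament nucleator of smooth muscle, rose by 0.90. Of 11 tested osteochondrogenic genes, Sox9 rose, Bmp2 and Spp1 fell and 8 did not pass the test (3 rose and 2 fell when adjusted over the list alone). Spp1, which encodes osteopontin, was at 1253 ± 323 against 2412 ± 421 TPM (log2 fold change -0.96, SE 0.2, adjusted p = 0.031 from limma), and Sparc, which encodes osteonectin, had a log2 fold change of 0.19 and did not pass the test. The median log2 fold change of this list was 0.02 and the mean -0.07, and its camera adjusted p was 0.0759 from limma, toward higher expression.

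Of 23 genes of the BMP pathway and its antagonists, 2 rose and 3 fell (6 and 3 when adjusted over the list alone), with a camera adjusted p of 0.013 from limma toward higher expression (adjusted p = 0.412 with an estimated correlation, 0.574 with fry, 0.0544 under median-ratio scaling and 0.0575 without OM plus EMPA replicate 3). Id3, a target of BMP signaling, and Smad6, an inhibitor of it, rose by 0.53 and 0.49, and the antagonist Fst had a log2 fold change of -0.45. In the Wnt list 3 of 18 genes rose, among them Fzd2 (0.32), and 1 fell (4 and 1 when adjusted over the list alone), with a camera adjusted p of 0.0243 from limma (adjusted p = 0.274 with an estimated correlation, 0.0603 under median-ratio scaling, 0.0534 without a filter on low values, 0.0867 with the replicate block, 0.0708 without OM plus EMPA replicate 3 and 0.0844 without OM replicate 1). The gene that fell was Ctnnb1, which encodes β-catenin (-0.23, and -0.17 with an adjusted p of 0.0745 from limma under the median-ratio scaling). Of 8 mineralization inhibitors Fbln5 rose (0.21), Axl fell (-0.30) and 6 did not pass the test (2 rose and 2 fell when adjusted over the list alone), with a camera adjusted p of 0.866 from limma. Leaving out 1 library left 0 to 6 contractile genes higher (0 without OM plus EMPA replicate 2, 1 without OM replicate 1 or OM replicate 3, 2 without OM plus EMPA replicate 3 and 3 without OM plus EMPA replicate 1). The median log2 fold change of the list stayed at 0.16 to 0.27 with 12 to 14 genes positive and a camera adjusted p of at most 8.47e-07 from limma. The fry adjusted p of the contractile list was 0.0492 with all libraries and 0.0425 without OM replicate 2. Without any other library it was 0.105 to 0.217. With a pseudocount of 0.1 it was 0.0502, and without a filter on low values 0.0538. Of the 14 called genes named here Sox9, Fst and Axl kept an adjusted p of at most 0.05 in limma without any 1 library, with the largest, 0.141, for Fzd2. With any 1 library left out the BMP list had 0 to 2 higher and 2 to 3 lower genes, the Wnt list 1 to 3 and 0 to 1, and the mineralization inhibitors 0 to 1 and 1 to 2, not always the same genes. The adjusted p from limma then reached 0.0911 for Acta2, 0.0989 for Tagln, 0.0626 for Cnn1, 0.127 for Bmp2 and 0.1 for Spp1.

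**Figure D3:**
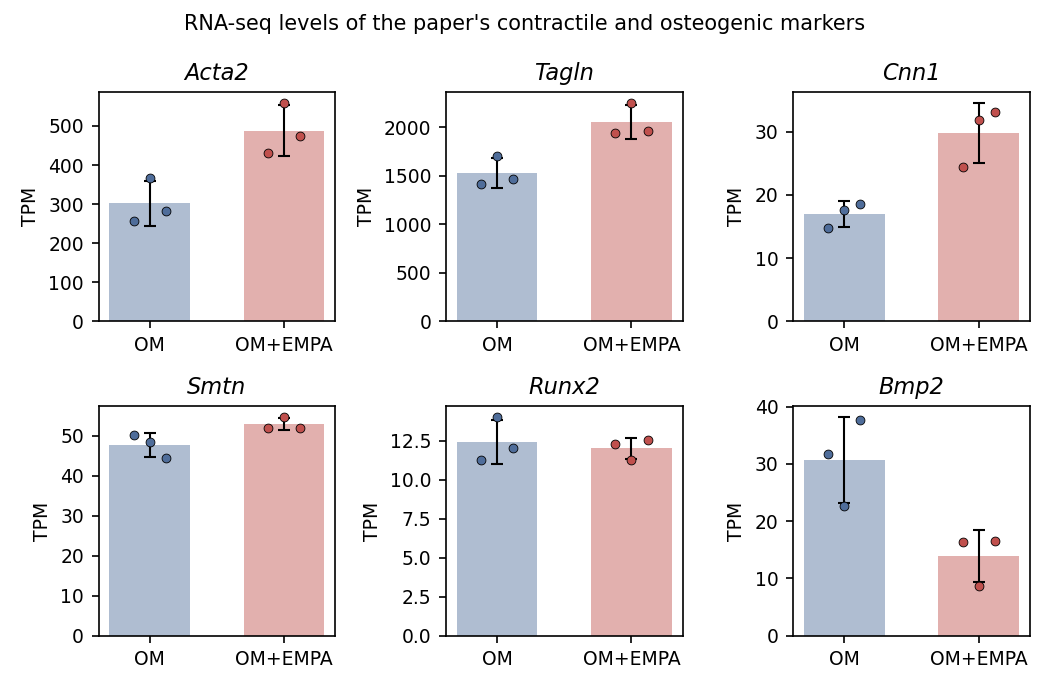
RNA-seq levels in TPM of 6 marker genes in the OM group and the OM plus EMPA group, after 4 days by the paper and 5 days by the sample labels. Bars are means, error bars are SD and points are the 3 libraries of each group; Bmp2 averages 13.9 TPM with empagliflozin and 30.7 TPM without, and Runx2 12 and 12.4 TPM.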

## 4 Discussion

In the present study, we found that empagliflozin significantly alleviated atherosclerotic calcification in ApoE^−/−^ mice fed with western diet, and empagliflozin inhibited calcification of primary VSMCs and calcification of aortic rings *ex vivo*. In terms of mechanisms, empagliflozin inhibits vascular calcification by negatively regulating osteogenic differentiation of VSMCs.

In clinic, patients with high coronary calcium score have significantly increased mortality (Zeng et al., 2021). Due to lacking of effective drug intervention, exploring the etiology of calcification and finding the drugs for the prevention and treatment of vascular calcification have been a research hotspot in the cardiovascular field. Previous study has shown that empagliflozin could improve cardiovascular outcomes and reduce the incidence of death from any cause in patients with type 2 diabetes who were at high risk for cardiovascular events (Zinman et al., 2015). And empagliflozin could reduce the risk of death from cardiovascular causes or hospitalization for heart failure among patients with chronic heart failure, regardless of the presence or absence of diabetes (Packer et al., 2020). Previous study has suggested that empagliflozin can attenuate chronic kidney disease-induced vascular calcification (Lu et al., 2023). Here we found that empagliflozin can inhibit atherosclerotic calcification. These studies suggested that empagliflozin may be a potential drug in prevention and treatment of arterial calcification. Moreover, our data showed that empagliflozin did not reduce blood glucose level in non-diabetic atherosclerosis mouse model, suggesting the safety of empagliflozin in nondiabetic patients with atherosclerotic calcification.

Previous study has shown that atherosclerosis calcification is a process similar to bone formation and proceeds under the control of complex enzymatic and cellular pathways (Alexopoulos and Raggi, 2009). VSMCs undergo phenotypic change when vascular homeostasis changes due to injury or cytokine stimulation, and then migrate into the atherosclerotic intima to promote the progression of atherosclerosis (Nakagawa et al., 2010). During atherosclerotic plaque progression, VSMCs differentiate into early osteoblasts, which promote initial calcium deposition within the necrotic core of the lesion and form microcalcifications that may be associated with plaque rupture (Shioi and Ikari, 2018). Osteogenic differentiation of VSMCs has been extensively studied in atherosclerotic calcification and studies have shown that osteogenic differentiation of VSMCs are the main contributor in the process of atherosclerotic calcification (Woo et al., 2023b). During the osteogenic differentiation of VSMCs, the expression of VSMCs contractile phenotypic markers (such as α-SMA, SM22-α, Smoothelin and Cnn1) are significantly decreased, while the expression of bone and cartilage related transcription factors such as MSX2 and RUNX2 is increased (Nakagawa et al., 2010; Woo et al., 2023a). Moreover, VSMCs participates in a variety of atherogenic process signals and differentiation into Osteochondrogenic cells mainly through BMP signaling pathway (Nakagawa et al., 2010; Woo et al., 2023b), in which the expression of pro-osteogenic transforming growth factor BMP2 is significantly increased (Nakagawa et al., 2010). Studies have shown that Runx2 is low expressed in normal aorta, but highly expressed in VSMCs during atherosclerotic calcification and osteogenic differentiation *in vivo*, (Cai et al., 2016), and Runx2 can induce the expression of ALP activity to promote the osteogenic differentiation of VSMCs (Cai et al., 2016). Our data showed that empagliflozin significantly decreased the mRNA levels of Runx2 and BMP2 and ALP activity and increased the mRNA levels of α-SMA, SM22-α, Smoothelin and Cnn1 in primary VSMCs induced by osteogenic media *in vitro*, and that empagliflozin significantly inhibited calcification of aortic ring *ex vivo*, which may be the main mechanism by which empagliflozin inhibited atherosclerotic calcification. We further analyzed RNA sequencing results and found that empagliflozin can activate AMPK signaling pathway. Previous studies have shown that AMPK activation can inhibit VSMC calcification (Ouchi et al., 2008), downregulate Runx2 expression and inhibit osteogenic differentiation of VSMC (Zhu et al., 2013). Moreover, AMPK activator metformin have been shown to reduce coronary and limb arterial calcification in clinical practice (Mary et al., 2017; Lu et al., 2019). All these studies suggested that empagliflozin may inhibit vascular calcification via AMPK signaling pathway. However, the detailed mechanisms still warrant further investigation.

## 5 Conclusion

In conclusion, we have demonstrated that empagliflozin is a novel inhibitor of atherosclerotic calcification *in vivo* and it also inhibits the calcification of VSMCs and aortic rings *in vitro*. Empagliflozin inhibits vascular calcification by inhibiting osteogenic differentiation of VSMCs. Our findings may provide the possibility to meet the clinical need for pharmacological treatment of atherosclerotic calcification.

## Data Availability

All data presented in this article are available by the corresponding author. The raw data of RNA sequencing in this article had been uploaded to the GEO database (GSE243752).

# Supplementary material for: Empagliflozin alleviates atherosclerotic calcification by inhibiting osteogenic differentiation of vascular smooth muscle cells
**Source:** Front Pharmacol. 2023 Nov 29;14:1295463. doi: 10.3389/fphar.2023.1295463
**Supplement:** Supplementary file 1

**Supplementary materials**

**Table S1. Sequences of primers used for Rat**

| **Primer name** |  | **Sequence (5' to3')** |
| --- | --- | --- |
| GAPDH | Forward Primer | TTGTGCAGTGCCAGCCTC |
|  | Reverse Primer | GAGAAGGCAGCCCTGGTAAC |
| α-SMA | Forward Primer | CATCCGACCTTGCTAACGGA |
|  | Reverse Primer | AGAGTCCAGCACAATACCAGT |
| SM22-α | Forward Primer | ATCCTATGGCATGAGCCGTG |
|  | Reverse Primer | CCAACTTGCTCAGAATCACGC |
| Smoothelin | Forward Primer | GTGCCCTGGTGCACAATTTC |
|  | Reverse Primer | GTCCGCATGGGTCTCAGC |
| Cnn1 | Forward Primer | ATTGGCCTACAGATGGGCAC |
|  | Reverse Primer | TCAAAGATCTGCCGCTTGGT |
| Runx2 | Forward Primer | GCCAGGTTCAACGATCTGAG |
|  | Reverse Primer | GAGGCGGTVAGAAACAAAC |
| BMP2 | Forward Primer | GACTGCGGTCTCCTAAAGGTCG |
|  | Reverse Primer | CTGGGGAAGCAGCAACACTA |

**Note:** α-SMA: alpha-smooth muscle actin; BMP2: Bone morphogenetic protein 2; Cnn1: calponin 1; Runx2: runt-related transcription factor 2; SM22-α: smooth muscle 22 alpha.

How the deposited data were processed for this re-analysis (not part of the article)

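RNA-seq values of 6 samples of primary rat VSMCs were analysed, 3 in OM with 1 μM empagliflozin and 3 in OM alone. The authors sequenced the libraries as read pairs. The submitters' processing notes name fastp, HISAT2 2.0.5, RSEM and DESeq2 without saying which step each served, and the genome build is not given in the sources used here. Coordinates are those listed in the authors' table.

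The authors deposited a table of 13526 genes with the TPM of each sample, estimated by the authors before deposit. The same table holds the authors' log2 fold change of each gene, its p-value and its adjusted p-value (FDR), and lists GO terms for 11784 genes and KEGG pathways for 5132 genes. A second deposited table holds 181 of these genes, with identical values, whose log2 fold change in the authors' comparison is at least 1 in size with an unadjusted p-value under 0.05. Of the 13526 genes, 477 are assembled transcripts with no reference gene, and 1637 have no symbol. Gene names are those of the authors' table. For 0 columns of per-sample values was the sample unknown.

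TPM sum to nearly the same value in each library, so they keep no record of sequencing depth and no precision by depth can be given. A gene that rises strongly lowers the TPM of all others. Between 25 and 37 genes per library were listed at 0. The design written before the data were examined named a count test as the main test and, for a table without counts, limma on log2(value + 1) over genes with a mean of at least 1. The second was used, because the files hold TPM. It kept 12564 genes. The model had the group as its only term, with limma's moderated test and a trend of the variance with the mean, 4 residual and 3.8 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p of 0.05. The paper's methods state this threshold and no fold threshold. Its volcano plot draws lines near 1.5-fold, so counts are also given at 1.5-fold.

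Of 25 gene lists, written before the data were examined, the 21 with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the lists. Camera with an estimated correlation and fry were run beside it. GO terms and KEGG pathways with at least 5 tested members were counted among the genes higher or lower at 1.5-fold by 1-sided Fisher's exact test, against the tested genes with a term of the same ontology, and adjusted over all terms. The paper used DAVID for GO.

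The genes named in the text follow a rule written before the data were examined. It takes the genes the paper names, the 10 largest fold changes and the 5 smallest p-values in each direction among called genes whose groups did not overlap, up to 4 members of each list with the smallest p, and the called members of the GO and KEGG terms the paper names. Genes without a symbol were counted and not named. Prkaa1, Prkaa2, Cxcl12, Plin2, Col12a1 and Clec11a were added after their values were seen. Msx2 and Slc5a2, which the rule also takes, were not analysed here, and some other genes it takes are not reported here.

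Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, the replicate number as a block, each library left out in turn, an adjusted p of 0.01, a threshold of 2-fold, a test against 1.5-fold, other backgrounds and gene lists for the enrichments, and other set tests. Median-ratio and upper-quartile scaling of the TPM, TPM rescaled without mitochondrially encoded genes, a filter of 1 TPM in each library, the authors' deposited p-values adjusted over the tested genes, an adjusted p of 0.1, and enrichments of higher and lower genes together were added after seeing the data. The pipeline was tested on simulated data with the real genes' means and spread and 200 changed genes. It recovered 75.8% of genes changed by 0.585 on the log2 scale (50 of 66), 95.5% of those changed by 1 and 97% of those changed by 1.5, called 4 unchanged genes, and called 0 genes when none was changed. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.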

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

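Median-ratio scaling, the bounds for the counts with 1 library left out, the use of leukocyte markers and the splits of the libraries were chosen after the result was seen, while the list tests, the leaving out of libraries and the comparison with nuclear genes of the respiratory chain were set before. Median-ratio scaling moved the median log2 fold change of all genes from -0.054 to 0.0 and shifts most genes by a similar amount. It therefore tests only whether an offset of that size could make a pattern. The results below lie in genes that the paper does not discuss.

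In the interferon response list 21 of 23 tested genes were lower with empagliflozin. The scaling of TPM to a fixed sum is argued against, since the list's median log2 fold change was -0.67 with TPM and -0.615 under median-ratio scaling, and dependence on 1 library is argued against, since at least 16 genes were lower with any library left out. A smaller number of leukocytes in the empagliflozin cultures cannot be told apart from a change in the VSMCs, because the leukocyte markers did not move together. Only 4 of 14 reached the filter of 1 TPM, with a median log2 fold change of -0.16 against -0.67 for the list. Cd68 was lower (-0.83), while Lgals3 (-0.17), Cd14 (-0.15) and Fcer1g (-0.00) did not pass the test. A lower interferon response of VSMCs treated with empagliflozin stays open as a hypothesis. Of the 10 ways to split the 6 libraries into groups of 3, too few for a share under 0.05, the real split had the smallest camera adjusted p, 1.99e-19 (1 split as small; 0.274 with an estimated correlation of 0.721), and the smallest of the others was 4.03e-06.

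In the inflammation list 16 of 26 tested genes were lower. The same tests gave a median log2 fold change of -0.531 under median-ratio scaling against -0.59 with TPM, and at least 10 lower genes with any library left out (10 without OM replicate 3), which argues against both explanations. The 4 leukocyte markers leave other cells open here too, with Cd68 lower (log2 fold change -0.83) and Fcer1g at -0.00. The camera adjusted p was 1.81e-07 for the real split (0.37 with an estimated correlation of 0.462) and 5.53e-05 for the smallest of the other splits, again with 10 splits.

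Of the 13 mitochondrially encoded transcripts 7 were higher, and with 1 library left out 0 (without OM plus EMPA replicate 2 or OM replicate 3), 1 (without OM plus EMPA replicate 1 or 3), 2 (without OM replicate 1) or 9 (without OM replicate 2), with all 13 positive each time and a median log2 fold change of 0.303 to 0.453 (0.386 with all libraries). A rise of the whole respiratory chain is argued against, since the 97 tested nuclear genes of the KEGG oxidative phosphorylation pathway had a median log2 fold change of -0.019 (quartiles -0.083 and 0.032), only 0.035 above that of all genes, with 0 higher and 2 lower genes. Scaling to a fixed sum is argued against by a median of 0.445 for the 13 transcripts under median-ratio scaling. A rise of mitochondrial transcripts alone with empagliflozin stays open as a hypothesis, as does a difference in RNA preparation, which was not tested. The camera adjusted p was 3.71e-12 for the real split (0.274 with an estimated correlation of 0.912) and 2.43e-08 for the smallest of the others, with 10 splits.

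In the sterol synthesis list 12 of 24 tested genes were higher (2 to 6 with 1 library left out, 2 without OM plus EMPA replicate 1 or OM replicate 3), with a camera adjusted p of 5.72e-19 for the real split (0.274 with an estimated correlation of 0.442) and 2.25e-07 for the smallest of the other splits. Of single genes, F3 had a log2 fold change of 1.18 and Csf2 of -2.43.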

How the results depend on the processing

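Scaling other than the sum of TPM, the filter of 1 TPM in each library, the authors' deposited p-values, an adjusted p of 0.1 and the splits of the libraries were chosen after seeing the data. The alternatives that need counts were not run, namely the DESeq2 Wald test, its size factors or upper-quartile factors on counts, and the filters of 10 counts in each library and of 1 count in any.

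Of 114 named genes with a fit 104 were called, of which 41 kept their call at an adjusted p of 0.05 under all of up to 14 alternatives of filter, pseudocount, scaling, block, left-out library and the authors' p-values, and 63 lost it under at least 1. No called gene changed sign. Stricter thresholds were not part of this count. Main counts were 259 higher and 611 lower, and 66 and 183 at 1.5-fold. They were 393 and 380 with median-ratio scaling, 403 and 384 with upper-quartile scaling, 662 higher (129 at 1.5-fold) with the authors' p-values, 460 and 1090 at an adjusted p of 0.1, 35 and 159 at 0.01 (20 and 97 at 1.5-fold), 12 and 56 at 2-fold, and 0 and 1 when tested against 1.5-fold with limma, where 807 higher and 2217 lower genes had an unadjusted p of at most 0.05 without that test. With median-ratio scaling 259 of the higher and 380 of the lower genes were kept. Under median-ratio scaling the median log2 fold change of all tested genes moved from -0.054 to 0.0. Such an upward shift of most genes gives more higher and fewer lower calls. The cause of the other differences was not tested, except that a stricter threshold calls fewer genes. Leaving out 1 library gave 80 to 216 higher and 245 to 438 lower genes, 33 to 76 and 118 to 196 at 1.5-fold, and an adjusted p of 0.000126 to 0.151 for the GO term extracellular matrix, with fewer samples in each fit.

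With the replicate block, 449 genes were higher and 951 lower, 89 and 215 at 1.5-fold. The numbers were not taken as pairing the samples, since the deviations of same-numbered libraries from their group means had correlations of 0.098, 0.162 and 0.058, although each library correlated best with its own number.

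The GO term extracellular matrix had an adjusted p of 1 among lower genes. The contractile list had an adjusted p of 0.274 with an estimated correlation, under which 0 of 21 lists passed, against 12 with the preset correlation and 10 with fry. Genes with fold changes near 0 changed sign. Runx2 (-0.105 to 0.041 with 1 library left out) was at 0.013 with median-ratio scaling, 0.018 with upper-quartile scaling and 0.008 in the authors' table. Gapdh (-0.001 to 0.026) and Prkaa1 (-0.001 to 0.073) turned only with 1 library left out, and Fcer1g (-0.033 to 0.017) was at 0.055 with median-ratio scaling, 0.06 with upper-quartile scaling, 0.024 without mitochondrial genes and 0.05 in the authors' table.

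Of the 10 splits of the libraries, too few for a share under 0.05, the real split called 870 genes and the highest of the others 1, and 249 and 1 at 1.5-fold. For the contractile list the camera adjusted p was 2.4e-08 (0.274 with an estimated correlation) and the smallest other 2.32e-06, and for the osteochondrogenic list 0.0759 and 0.0631 (2 splits as small as the real one, itself included). Depth is unknown, so it is also unknown which low genes it limits.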

Differences from the paper's values

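The enrichments of the authors' own lists and of higher and lower genes together and the counts at an FDR of 0.1 were chosen only after the values were seen. The paper gives 378 differentially expressed genes, 159 higher and 219 lower, and its methods state an adjusted p of at most 0.05. At that threshold 870 genes were called here, 259 higher and 611 lower. Of the alternatives set before the data were examined, leaving out OM plus EMPA replicate 1 (444, 123 and 321) or OM replicate 1 (390, 116 and 274) gave all 3 counts within 1.5-fold of the paper's. Without OM plus EMPA replicate 2 the total (325) and the lower count (245) lay within it, without OM replicate 3 the total (362) and the lower count (279), without OM plus EMPA replicate 3 the total (466) and the higher count (116), without OM replicate 2 the higher count (216), and at an adjusted p of 0.01 the lower count (159). A pseudocount of 0.1, no filter on low values and the replicate block did not.

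With 1.5-fold in addition, a threshold that the paper's text does not state, 249 genes were called, 66 higher and 183 lower. The lower count was within 1.5-fold of the paper's, and the total and the higher count were not. The total lay within it with a pseudocount of 0.1 (284), the replicate block (304) and without OM replicate 2 (272), and the higher count under none of the alternatives set before the data were examined. No filter on low values, the other left-out libraries, an adjusted p of 0.01, 2-fold and the test against 1.5-fold left the total outside it. With settings chosen after seeing the values, the authors' p-values over the tested genes gave 129 higher and 194 lower genes, dropping 55 of the 378, and an adjusted p of 0.1 in limma gave 86 and 218, dropping 118. In the authors' deposited table, an FDR of at most 0.1 with at least 1.5-fold gives 159 higher and 219 lower genes, the paper's counts, a setting found after seeing the values, and these are the 378 genes meant here. At an FDR of 0.05 the same table gives 663 higher and 550 lower genes, and 137 and 203 at 1.5-fold.

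The paper lists negative regulation of cell migration and of osteoblast differentiation among the enriched GO terms of the upregulated genes. Here their adjusted p from the exact test was 0.766 and 1, and that of extracellular matrix, which the paper also lists, was 0.000622. With the 159 higher genes of the authors' deposited table, chosen after seeing the values, the osteoblast term had 6 genes, 12.7-fold, with an adjusted p of 0.00562, the migration term 6 genes, 6.18-fold, with an adjusted p of 0.0847, and extracellular matrix 12 genes with an adjusted p of 0.000165. With higher and lower genes together the migration and osteoblast terms had an adjusted p of 0.419 and 0.0634 here, and of 0.0347 and 0.000366 with the 378 genes of the authors' deposited table. The paper reports activation of the AMPK signaling pathway from a KEGG enrichment of differentially expressed genes, and its text does not say whether lower genes were included. Here the pathway held 0 of the genes higher at 1.5-fold and 0 of those higher or lower (adjusted p = 1 from the exact test for each). Under median-ratio scaling it held 1 of the genes higher at 1.5-fold, Scd (1.17-fold, unadjusted p = 0.579 from the exact test). With the 159 genes of the authors' deposited table it held Igf1, Prkaa2, Scd and Scd3, 3.11-fold, with an unadjusted p of 0.039 and an adjusted p of 0.844 from the exact test, and with all 378 genes, also chosen after seeing the values, the same 4 genes, 1.16-fold, with an unadjusted p of 0.455. Figure 5D colours pathways by p-value and Figure 5C by q-value.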

Other observations

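The gene groups described first were listed before the data were examined, and the comparison of the paper's qRT-PCR with the RNA-seq values and the rescaling without mitochondrial genes were chosen after the results were seen. Genes of phosphate and calcium transport were partly lower with empagliflozin. Of 9 tested genes of phosphate, calcium, glucose and proton transport, 3 fell and 0 rose (5 and 0 when adjusted over the list alone), with a camera adjusted p of 0.0682 from limma (0.0436 without OM plus EMPA replicate 1, 0.0473 without OM replicate 1, 0.0347 without a filter on low values and 0.0365 with fry). Slc20a1 and Slc20a2, which encode the sodium-dependent phosphate transporters PiT-1 and PiT-2, had log2 fold changes of -0.25 (SE 0.05, adjusted p = 0.0284 from limma) and -0.31 (SE 0.07, adjusted p = 0.037 from limma), and Atp2b1, a plasma membrane calcium pump, of -0.39 (SE 0.08, adjusted p = 0.0291 from limma). With median-ratio scaling 0 of the 9 was called, with log2 fold changes of -0.19, -0.25 and -0.34 and adjusted p of 0.0663, 0.0575 and 0.059 for these genes, and with 1 library left out 0 to 1 was.

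Cell cycle genes changed little. Of 31 tested, 0 rose and 2 fell, the inhibitors Cdkn1a (-0.44) and Cdkn2b (-0.48), with a camera adjusted p of 0.0206 from limma toward higher expression (adjusted p = 0.627 with an estimated correlation, 0.751 with fry, 0.646 without OM plus EMPA replicate 2 and 0.329 without OM replicate 3). Of 25 genes of the ATF4 and unfolded protein response, the amino acid transporter Slc7a5 (0.54) and Ddit4 (0.43) rose and Ddit3 fell (-0.20), with 3 and 1 when adjusted over the list alone and a camera adjusted p of 0.00182 from limma (adjusted p = 0.274 with an estimated correlation and 0.101 with fry). Of 25 genes of glycolysis and the hypoxia response, Vegfa rose (0.25) and 3 fell, Pfkp, Egln3 (-0.57) and Ndrg1 (-0.53), with 2 and 4 when adjusted over the list alone and a camera adjusted p of 0.729 from limma. Of 16 immediate early genes Jun fell (-0.50) and 0 rose (2 fell and 0 rose when adjusted over the list alone), with a camera adjusted p of 0.174 from limma, and of 0.0109 without OM replicate 3. Of 16 genes of the NRF2 response, 0 passed limma over all genes or over the list alone (1 higher and 3 lower at an unadjusted p under 0.05), with a camera adjusted p of 0.576 and a fry adjusted p of 0.0492 toward lower expression. Acss2, an acetyl-CoA synthetase, was among the smallest p-values with a log2 fold change of 0.53. Called genes named here, with the transport genes above and the markers below, numbered 17. Of them Lpl, Acss2 and Pfkp kept an adjusted p of at most 0.05 in limma without any 1 library (the largest was 0.151, for Ndrg1). With median-ratio scaling Cdkn2b, Ndrg1 and Ddit3 were not called (log2 fold changes of -0.42, -0.48 and -0.14, adjusted p of 0.0526, 0.066 and 0.138 from limma). Slc20a1, Slc20a2 and Atp2b1 above and Dcn and Pdgfra below were not called under that scaling either.

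Markers of other cell types gave no common direction. Of 7 tested adventitial fibroblast markers, Dcn (-0.39) and Pdgfra (-0.35) fell and 0 rose (2 and 1 when adjusted over the list alone), with a camera adjusted p of 0.908 from limma, and 0 was called with median-ratio scaling. Clec3b, another of them, had a log2 fold change of 0.64 and did not pass the test. Of 3 tested adipocyte markers Lpl, lipoprotein lipase, rose (0.68). Of 3 Schwann cell and 2 endothelial markers tested 0 passed limma, and 0 had an unadjusted p under 0.05. TPM rescaled without mitochondrially encoded genes moved the median log2 fold change of all genes from -0.054 to -0.029, and 307 genes were then higher and 489 lower.

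The paper's qRT-PCR after 7 days, on samples not analysed here, found higher α-SMA, SM22-α, Cnn1 and smoothelin and lower Runx2 and BMP2 in OM with empagliflozin than in OM (Figures 5E–J). In the RNA-seq samples, cultured for 4 days by the paper and 5 days by the sample labels, Acta2, Tagln, Cnn1 and Bmp2 moved in the same directions. Smtn (log2 fold change 0.15, adjusted p = 0.166 from limma) and Runx2 (-0.04, adjusted p = 0.82 from limma) did not pass the test. In the authors' deposited table the log2 fold changes of Smtn and Runx2 were 0.19 (FDR 0.0656) and 0.01 (FDR 0.986). Those of Acta2, Tagln, Cnn1 and Bmp2 were 0.76 (FDR 0.00282), 0.51 (FDR 5.02e-09), 0.84 (FDR 9.29e-07) and -1.07 (FDR 0.00392). Across the tested genes the fold changes here and in the authors' deposited table had a Spearman correlation of 0.962. Genes are not independent replicates. Both called 248 genes higher and 460 lower.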
